A study of Homo sapiens with 12 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

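RNA sequencing libraries of HAP1 cells, a near-haploid human line derived from a chronic myeloid leukemia, were compared in 4 groups of 3 libraries. Cells in multiwell plates received 0.1% DMSO (the vehicle) or 1 µM Senexin B, a selective inhibitor of the Mediator kinases CDK8 and CDK19, for 1 h, and then 10 ng/mL interferon-γ (IFNγ) or none for 4 h, so that every culture was treated for 5 h in total. Groups were taken from the sample labels. The labels call the 3 libraries of a group biological replicates but do not say whether the wells were prepared on separate days, so p-values measure the spread between these wells.

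The labels give total RNA as the extract and a directional library kit, and the study's methods name an enrichment of polyadenylated RNA. Per the labels, reads were checked with FastQC, trimmed with Trim Galore (version 0.4.5), aligned to the hg38 build (GRCh38) with STAR (version 2.7.2), handled with SAMtools (version 1.5) and counted per gene with featureCounts of the Subread package (version 1.5.3). The sources used here differ on the STAR version. The study's methods name the basic GENCODE annotation and uniquely mapped reads, and DESeq2 for the comparisons. The deposited table gives 56269 gene symbols with coordinates and values that are expected counts, not whole in all cells: 32.6% of the values above 0 were not whole at a tolerance of 1e-06. Among genes with at least 50 counts, non-whole values occurred in 98.8% of genes that overlap another gene on the same strand, in 98.6% of genes that overlap one on the opposite strand only and in 49.1% of genes without an overlap, and the setting that split reads is not given in the sources used here. Values of overlapping and antisense genes, and of close copies such as HSPA1A and HSPA1B or POU5F1 and POU5F1B, are therefore uncertain. This holds also where it is not repeated beside a gene, as for the antisense gene MMP25-AS1. All 37 rows of mitochondrial genes held 0 in every library, so RNA quality could not be read from them, and 178 symbols stood on more than 1 chromosome. The design had assumed whole counts. Values were rounded to whole numbers before the fit, a change of at most 0.5 counts.

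Counts were analysed with edgeR (version 4.0.16) in R (version 4.3.3). Genes were kept with filterByExpr at default settings, which left 16700 genes and 99.84% of all counts. Libraries were scaled by TMM, and 1 quasi-likelihood model with robust estimation was fitted to all 12 libraries with a term for each group. The comparisons were IFNγ against vehicle, Senexin B against vehicle, Senexin B with IFNγ against IFNγ, IFNγ with Senexin B against Senexin B, and the interaction, that is, the Senexin B effect with IFNγ minus the effect without it. All adjusted p-values of genes come from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change above 1.5, the thresholds of the study, and in the interaction at an adjusted p under 0.05 alone. Levels are CPM scaled by TMM with the SD over 3 libraries. The common biological coefficient of variation was 3.18%. For genes at 0 in all vehicle libraries, folds are lower bounds computed against 3 counts over the group, and for genes with 1 to 3 counts the ratio is given with a 95% counting interval. These floors and intervals cover counting error only.

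A total of 28 gene lists, the tests, the thresholds and the rule for named genes were fixed before the data were examined. The lists cover the IFNγ response, transcription factor targets, lipid synthesis, stress, Mediator subunits, the cell cycle, markers of other cell types and genes the study text names. The mitochondrial list had no measured gene. Results of a few single genes are not reported here. Lists were tested with camera of limma (version 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, with adjustment over the lists, and again with an estimated correlation and with fry, which tests whether the members of a list move on balance in 1 direction. Named genes were the 10 called genes with the largest rise and the 10 with the largest fall in each comparison among those with a mean of at least 1 CPM and no overlap between groups, 2 to 4 members with the smallest p of each list described together with members that went against it, the genes the study text names, and, where at most 20, every gene called both for IFNγ and for Senexin B under IFNγ and every gene called in the interaction. Members named for other reasons were chosen after their values were seen, and this is stated beside them.

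The fit was tested on simulated data drawn from the means of these libraries. The changed genes were taken from those with a mean of at least 1 CPM, so the shares recovered do not cover genes below that level. For IFNγ against vehicle, over 16541 genes, 79.1%, 91% and 100% of genes changed 1.5-, 2- and 4-fold passed the adjusted p, with 13 unchanged genes, and with the fold limit these were 41.8%, 91% and 100%, with 2 unchanged genes. For Senexin B under IFNγ, over 16518 genes, 85.1%, 97% and 100% passed the adjusted p, with 10 unchanged genes, and 47.8%, 97% and 100% with the fold limit, with 1 unchanged gene. For the interaction, which has no fold limit, the shares were 73.1%, 86.6% and 97%, with 10 unchanged genes called. Because IFNγ against vehicle and Senexin B under IFNγ share the IFNγ libraries with opposite sign, unchanged groups were simulated in 20 draws. All 12 pairs of replicates of a group differed by more than sampling noise, with a chi-square per gene of 1.05 to 3.62, so each library was counted as 1 replicate.

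The alternatives were DESeq2 (version 1.42.0), its size factors or library size alone in edgeR, no filter or a mean of at least 1 CPM as the filter, a fit without robust estimation, a prior count of 2, a term for the replicate number, only the 2 groups compared, protein-coding genes only, other call thresholds, an IFNγ set chosen on the average IFNγ effect, p adjusted over the IFNγ-called genes alone, and leaving out each library in turn. For protein-coding genes, a later annotation of the same build was matched by symbol and found 13941 of the 16700 tested symbols. Overlaps between genes were computed with GenomicRanges (version 1.54.1), and plots were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15).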

Results

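Messenger RNA levels were measured in HAP1 cells treated with vehicle, Senexin B, IFNγ or IFNγ with Senexin B, with 3 libraries in each group. Total counts ran from 11197257 to 16189233 per library. The combined group was the deepest on average, with 13652280 to 16189233 counts. The 10 most abundant genes took 3.74% to 3.9% of the counts in each library. The first principal component held 44.3% of the variance and parted the libraries with IFNγ from those without, and the next held 11.4% and parted those with Senexin B from those without.

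**Figure D1:**
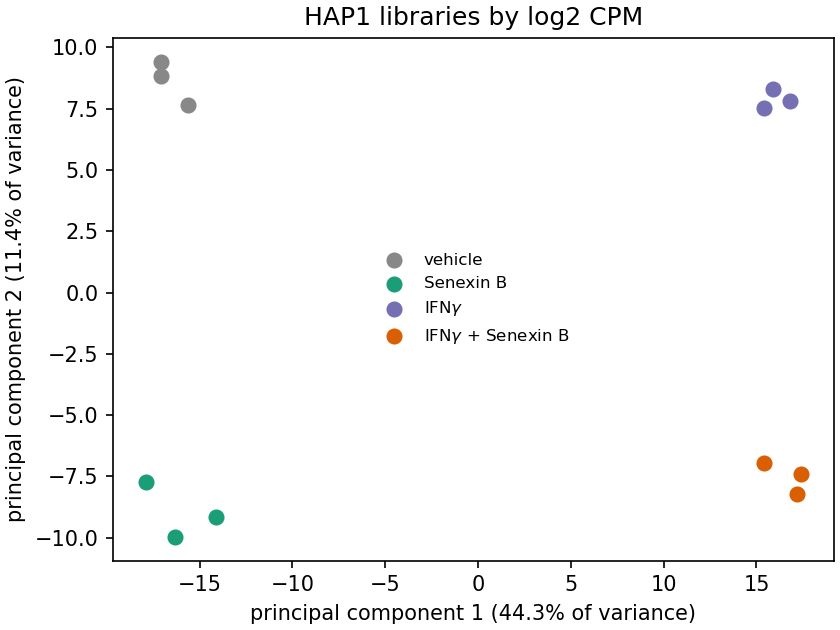
Each point is 1 of the 12 HAP1 libraries, placed by the first and second principal components of log2 CPM, with colors for the 4 treatments. The first component (44.3% of the variance) separates libraries by IFNγ and the second (11.4%) by Senexin B.

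The comparison of IFNγ with vehicle asked which genes the cytokine changed in these cells. IRF1, a transcription factor of the interferon response, rose from 8.39 ± 1.2 to 310 ± 11.6 CPM (SD, n = 3). GBP1, a guanylate-binding protein gene, the apolipoprotein L genes APOL1 and APOL4 and the chemokine gene CXCL10 had no counts in any vehicle library and were expressed with IFNγ. WARS, which encodes tryptophanyl-tRNA synthetase, reached 1860 ± 9.64 CPM from 413 ± 8.88. A smaller set fell, among them KITLG, the gene of KIT ligand, from 44.1 ± 1.91 to 24.6 ± 0.846 CPM.

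In total 307 genes were called, of which 276 were higher and 31 lower with IFNγ, and 177 changed more than 2-fold. At an adjusted p under 0.05 with no fold limit, 713 genes were higher and 541 lower. IRF1 (chromosome 5, 132481609 to 132490798) rose 36.8-fold, with a log2 fold change of 5.20 (SE 0.066, adjusted p = 1.08e-33). Of the genes at 0 in all vehicle libraries, GBP1 (chromosome 1, 89052319 to 89065360) was at least 148-fold higher, APOL4 at least 66.2-fold, APOL1 at least 54.2-fold, the long noncoding RNA gene BANCR at least 44.5-fold and CXCL10 at least 28.3-fold. APOL6 was 720-fold higher (95% counting interval 246 to 3490) and CD274, which encodes PD-L1, 72.8-fold (24.6 to 356).

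Gene groups of the IFNγ response rose together. Of 16 measured STAT and IRF factors 10 were called higher and 11 passed when adjusted over the list alone, with a median log2 fold change of 1.18 (camera adjusted p = 8.06e-21), and STAT3 (0.98) and NLRC5 (5.28-fold), the transactivator of class I genes, were among them. Of 17 genes of MHC class I antigen processing 11 were called higher, 15 passed over all genes and 15 passed adjusted over the list alone (median 0.99, camera adjusted p = 2.88e-31). These included the peptide transporter gene TAP1 (2.25) and HLA-E (1.97). All 5 measured guanylate-binding protein genes were called, and all 5 passed adjusted over the list alone (camera adjusted p = 3.67e-15). Their median was 6.70 by fitted values and 4.02 with genes at 0 set to their bounds. Of 25 antiviral interferon-stimulated genes 20 were called higher, with 23 higher and 1 lower adjusted over the list alone (median 1.72, camera adjusted p = 1.28e-39), and DTX3L (4.03), PARP9 (3.73) and IFIH1 (4.14) were examples. Of 12 checkpoint and cell death genes 10 were called higher, and 10 passed adjusted over the list alone (median 2.28, camera adjusted p = 3.36e-24), with FAS (2.38) and APOL2 (2.76) among them.

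Of 3 measured chemokines, CXCL10 and CCL2 were called and all 3 passed adjusted over the list alone (median 2.69, camera adjusted p = 9.54e-06), while CXCL16 had a log2 fold change of 0.31 over all genes (adjusted p = 0.199). Of 8 JAK-STAT feedback inhibitors, SOCS3 (3.09), SOCS1 (1.96) and CISH (1.15) rose and SOCS2 (−0.63, adjusted p = 1.19e-08) fell, and 4 were higher and 1 lower when adjusted over the list alone (median 0.18). Its camera adjusted p was 0.0348, and adjusted p = 0.104 with an estimated correlation. That call was also lost, at adjusted p = 0.0655, without vehicle replicate 1, and without Senexin B replicate 1 (0.0537), IFNγ replicate 2 (0.0628) or combined replicate 2 (0.051). The other calls named here held with an estimated correlation. The IFNγ receptor and its JAK kinases gave a camera adjusted p of 0.447, with JAK2 alone past the test (0.54, adjusted p = 0.000182). Of the MHC class II list 1 gene, HLA-DMA, was measured (adjusted p = 0.998).

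The remaining lists were not called by camera with IFNγ. Fry called the genes the study text names (adjusted p = 3.36e-06), Wnt targets (0.00248), fatty acid synthesis (0.0141), p53 targets (0.0203) and NF-κB targets (0.0286). It also called the IFNγ receptor and JAK kinases (0.00188). Camera adjusted p was 0.204 for the Mediator kinase module, 0.277 for the genes the study text names, 0.32 for fatty acid synthesis and for G2 and M phase genes, 0.349 for immediate early genes, 0.385 for NF-κB targets and 0.447 for cholesterol synthesis and for the unfolded protein response. It was 0.568 for Wnt targets, p53 targets and epithelial and fibroblast markers, 0.971 for leukocyte and erythroid markers, of which 1 of 14 was measured, and 0.988 for BMP targets, Notch targets, hypoxia genes, heat shock genes, core Mediator subunits and S phase genes. Single members still moved, such as ICAM1 (4.06, adjusted p = 2.18e-16) of the NF-κB list.

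Among the called genes that fell with IFNγ, NEDD9, a scaffold protein of focal adhesions, dropped from 13.2 ± 0.681 to 7.66 ± 0.285 CPM (log2 fold change −0.78, adjusted p = 6.4e-07). CNR1, which encodes a cannabinoid receptor, had a log2 fold change of −0.90 (adjusted p = 0.000207), RGS2 −0.74 and KITLG −0.85 (adjusted p = 9.84e-10). APELA and GCNT3 had the largest falls by the rule, −1.34 and −1.18, from levels of 2.78 ± 0.655 and 2.08 ± 0.339 CPM.

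The comparison of Senexin B with vehicle asked what the inhibitor changed without a signal. ID3, an inhibitor of helix-loop-helix factors and a target of BMP signaling, rose from 99.8 ± 4.31 to 184 ± 19.5 CPM (SD, n = 3). MVD, an enzyme of the mevalonate pathway, rose from 71.1 ± 5.26 to 116 ± 7.83 CPM, together with most genes of cholesterol synthesis. TXNIP, a thioredoxin-binding protein whose gene responds to glucose, fell from 19.4 ± 2.63 to 7.03 ± 0.265 CPM, and MYC fell from 411 ± 13.9 to 303 ± 11.2 CPM. The genes of the targets themselves, CDK8 (49.5 ± 2.49 and 47.4 ± 2.16 CPM), CDK19 (14.9 ± 1.12 and 15.5 ± 1.6) and their cyclin CCNC (96.1 ± 3.76 and 91.2 ± 2.87), differed by less than the test could call (adjusted p = 0.68, 0.876 and 0.511).

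Far fewer genes were called than with IFNγ: 70, of which 65 were higher and 5 lower. With no fold limit, 361 were higher and 150 lower at an adjusted p under 0.05. ID3 (chromosome 1, 23557918 to 23559794) had a log2 fold change of 0.88 (SE 0.053, adjusted p = 2.88e-13), MVD (chromosome 16, 88651935 to 88663161) of 0.70 (SE 0.054, adjusted p = 5.88e-11) and TXNIP of −1.47 (SE 0.11, adjusted p = 2.03e-11). MYC had −0.44 (SE 0.038, adjusted p = 1.13e-09), which does not reach the 1.5-fold limit. Large rises at low levels were seen in RPRM (1.43, adjusted p = 4.96e-07), a gene tied to cell cycle arrest, in SPON2 (1.25, adjusted p = 1.47e-07), which encodes a secreted matrix protein, and in the transporter gene SLCO4C1 (1.14, adjusted p = 1.4e-05). With DESeq2 45 genes were called.

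All but 2 of the 25 measured genes of cholesterol synthesis and uptake passed as higher when adjusted over the list alone (23), 20 over all genes, and 3 also passed the fold limit (median 0.35, camera adjusted p = 4.43e-33). MSMO1 (0.74) and MVD (0.70) were 2 of the called members. Of 11 genes of fatty acid synthesis 9 passed adjusted over the list alone and 7 over all genes (median 0.21, camera adjusted p = 4.53e-11), with PNPLA3 (0.66) and ACSS2 (0.62) called and SCD at 0.27. Without vehicle replicate 2, ACSS2 fell below the fold limit at adjusted p = 3.01e-07. Of 13 BMP and TGF-β SMAD targets 7 passed adjusted over the list alone and 4 over all genes (median 0.16, camera adjusted p = 0.00148, and 0.0438 with an estimated correlation): ID3, ID1 (0.60), SMAD7 (0.66) and BAMBI (0.57). ID1 and SMAD7 no longer passed the fold limit without Senexin B replicate 2, at adjusted p of 1.35e-07 and 0.0235.

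Small decreases were found for heat shock genes. Of 12 members 6 fell over all genes and 6 when adjusted over the list alone (median −0.12, camera adjusted p = 8.07e-06), with HSPA8 (−0.35) and HSP90AA1 (−0.24) among them, and the list had adjusted p = 0.0763 with an estimated correlation. Of 15 genes of the unfolded protein and integrated stress response 4 passed as higher over all genes and 5 adjusted over the list alone (median 0.08, camera adjusted p = 0.000361). VLDLR (0.66), a lipoprotein receptor gene, and SESN2 (0.37) had the smallest p, and the list had adjusted p = 0.088 with an estimated correlation. Of the 20 measured genes that the study text names, ID3 and MVD were called, and 3 were higher and 2 lower over all genes against 3 and 4 adjusted over the list alone (camera adjusted p = 0.972). The study selected some of them from its own expression data, so that list is not independent evidence of a direction. The other lists, including those of the IFNγ response, had camera adjusted p from 0.258 for S phase genes to 0.972. Of these, fry called the IFNγ receptor and JAK kinases (adjusted p = 0.0252, median −0.06).

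**Figure D2:**
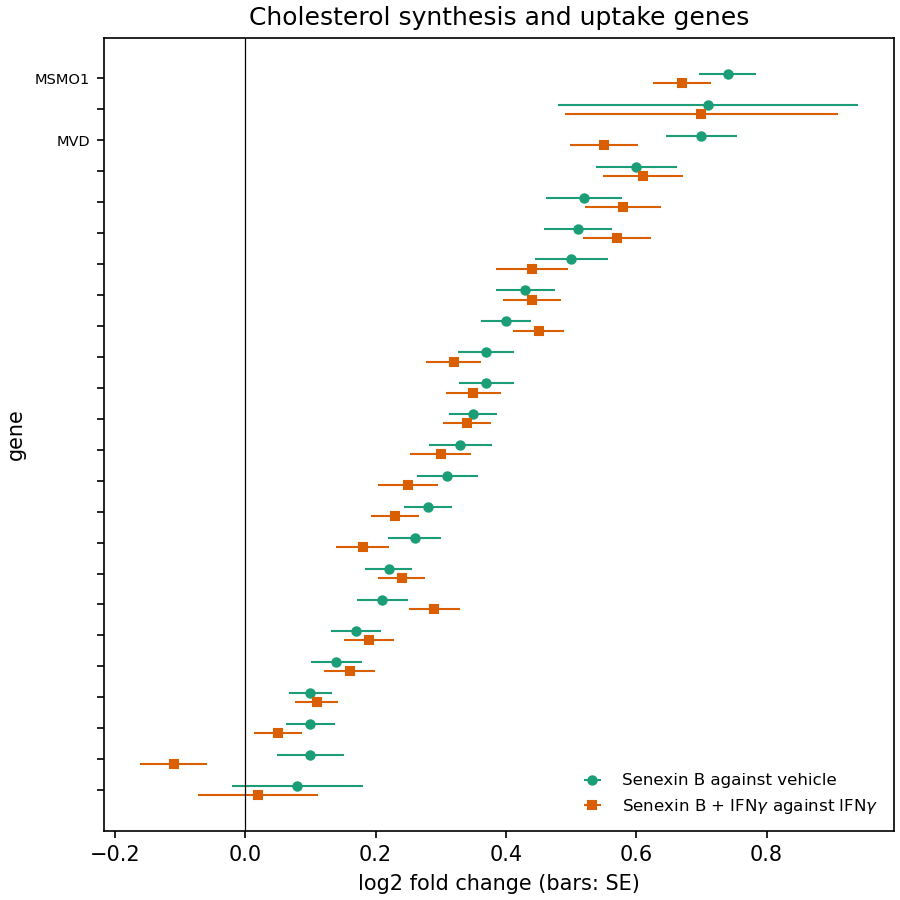
Log2 fold changes (x axis, bars SE) of genes of cholesterol synthesis and uptake (y axis, MSMO1 and MVD labeled), for Senexin B against vehicle (circles) and for Senexin B with IFNγ against IFNγ (squares). The medians over the whole list are 0.35 and 0.32.

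The comparison of Senexin B with IFNγ against IFNγ alone asked what the inhibitor changed while the signal was present. ID3 rose from 154 ± 1.66 to 294 ± 7.43 CPM (SD, n = 3) and MVD from 78.2 ± 1.83 to 114 ± 3.67 CPM. JUN, a subunit of the AP-1 factor, fell from 23.1 ± 1.89 to 14.1 ± 1.61 CPM, and POU5F1, known as a pluripotency factor, from 561 ± 12.3 to 360 ± 6.27 CPM. TXNIP fell from 17.6 ± 0.474 to 7.56 ± 0.849 CPM.

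Of 76 called genes 66 were higher and 10 lower. With no fold limit, 399 were higher and 158 lower at an adjusted p under 0.05. ID3 had a log2 fold change of 0.93 (SE 0.049, adjusted p = 1.35e-14), VCAM1, a cell adhesion molecule, of 1.39 (SE 0.18, adjusted p = 2.22e-06) and RPRM of 1.41 (SE 0.13, adjusted p = 5.88e-09). POU5F1 had −0.64 (SE 0.035, adjusted p = 1.78e-14) and its near copy POU5F1B −0.69, JUN had −0.72 (SE 0.087, adjusted p = 6.66e-07) and TXNIP −1.22 (SE 0.10, adjusted p = 4.65e-10). MYC had −0.49 (SE 0.038, adjusted p = 7.24e-11), under the fold limit. With DESeq2 49 genes were called.

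Genes of cholesterol synthesis were again higher, 21 of 25 over all genes and 22 higher and 1 lower adjusted over the list alone (median 0.32, camera adjusted p = 7.21e-32), and so were 7 of 11 genes of fatty acid synthesis, 10 adjusted over the list alone (median 0.18, camera adjusted p = 1.93e-12). Of the 13 BMP and TGF-β targets 5 were higher by both adjustments, over all genes and adjusted over the list alone (median 0.06, camera adjusted p = 0.0013, and 0.0417 with an estimated correlation). Of 12 heat shock genes 6 fell over all genes and 7 adjusted over the list alone (median −0.14, camera adjusted p = 9.71e-07, and adjusted p = 0.0515 with an estimated correlation), with HSPA1A (−0.42) and HSPA1B (−0.37), which are close copies, lowest. Of 35 immediate early genes 7 fell and 1, DUSP6, rose over all genes, against 10 and 1 adjusted over the list alone (median −0.18, camera adjusted p = 0.000105). JUN, MYC and KLF4 (−0.52) led the fall, and the list had adjusted p = 0.212 with an estimated correlation. DUSP6 (0.86, adjusted p = 0.0138), of whose exons 40.5% overlap another gene, was past the threshold no longer without IFNγ replicate 1 (0.132) or 2 (0.0512), or combined replicate 2 (0.0526) or 3 (0.054). The genes EGR1 (6.97 ± 2.3 and 6.8 ± 4.54 CPM) and ARC (10.1 ± 2.68 and 8.87 ± 6.79 CPM) varied widely between libraries and gave no call. Of the 15 stress response genes TRIB3 and VLDLR rose over all genes and 3 passed adjusted over the list alone (median 0.06, camera adjusted p = 0.00938, and adjusted p = 0.212 with an estimated correlation). For the genes the study text names, 3 were higher and 4 lower over all genes against 4 and 6 adjusted over the list alone (camera adjusted p = 0.539). The other lists, including those of the IFNγ response, had camera adjusted p from 0.0642 for epithelial and fibroblast markers to 0.792. Fry also called these markers (adjusted p = 0.00323), JAK-STAT feedback inhibitors (0.000808, median 0.02) and checkpoint and cell death genes (0.00545, median −0.03). Of the last list 4 members were lower and 0 higher adjusted over the list alone.

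The study asked whether the genes most strongly induced by IFNγ were those lowered by Mediator kinase inhibition. WARS was lower with Senexin B, 1400 ± 27.9 against 1860 ± 9.64 CPM (SD, n = 3), while IRF1 (286 ± 12.1 and 310 ± 11.6 CPM) and APOL6 (54.6 ± 3.2 and 55.5 ± 1.09 CPM) differed by less than the test could call. GBP1 was higher with Senexin B, 17.5 ± 1.92 against 11.4 ± 1.48 CPM. SOCS2, NEDD9 and CNR1, which IFNγ lowered, were raised by Senexin B, and SOCS2 went from 24.1 ± 1.11 to 38.7 ± 1.61 CPM. That lies near its vehicle level of 37.4 ± 1.87. Senexin B without IFNγ also gave these 3 genes log2 fold changes of 0.5, 0.87 and 1.02, so the nearness does not show that it undid the IFNγ effect.

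WARS had a log2 fold change of −0.41 (adjusted p = 1.76e-11), below the 1.5-fold limit for a call, IFIH1, a sensor of viral RNA, −0.47 (adjusted p = 0.000821), STAT2 0.36 (adjusted p = 4.71e-06) and NLRC5 0.24 (adjusted p = 7.82e-05). GBP1 had 0.62 (SE 0.099, adjusted p = 0.000132) and fell below the fold limit without IFNγ replicate 2 (0.53) or combined replicate 1 (0.57) or 3 (0.56). Over the 276 IFNγ-induced genes the median Senexin B effect was 0.05, with 161 genes above 0 and 115 below, and quartiles of −0.10 and 0.24. Of these genes 35 were higher and 8 lower at an adjusted p under 0.05, and 9 and 0 were called. The set as a whole gave a camera p of 0.00412, and 0.0302 with an estimated correlation. The median was 0.05 in the most induced 50%, 0.06 in the top 20%, −0.02 in the top 10% and 0.09 in the top 5% (14 genes). These ranks use fitted IFNγ log2 fold changes, not bounds. The top 5% holds all 11 induced genes at 0 in every vehicle library, and 12 other induced genes had 1 to 3 counts there. Membership of the top groups thus rests largely on a vehicle level near 0. Over the 31 IFNγ-lowered genes the median was 0.36, with 80.6% above 0, but these were chosen as low in the IFNγ libraries. Simulated groups without a Senexin B effect, with 151 lowered genes on average, gave 0.195 and 78.5%. The highest draws gave 0.265 and 83.1%, but these sets are larger than the observed one, so their medians spread less. With the 37 genes lowered on the average IFNγ effect over both arms the median was 0.203, with 26 above 0. Without IFNγ replicate 2 the median over the induced genes was 0.0187. The induced set rests on the IFNγ libraries, which this comparison holds with opposite sign, and with the set chosen on the average IFNγ effect over both arms the median was 0.0865.

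Called in both comparisons were 16 genes, 5.21% of those called for IFNγ, and all 16 were higher with Senexin B. None of the 16 was called in the interaction, where their lowest adjusted p was 0.689. IFNγ induced 9 of them, ID3, GBP1, VCAM1, RPRM, SCN1A, PDE11A, MMP25-AS1, FOXF1 and APOL4, and lowered 7, NEDD9, CNR1, TMEM200A, UG0898H09, SOCS2, SERTM1 and LANCL3. Independent lists would share 1.09 induced and 0.123 lowered genes that are higher with Senexin B. The simulated groups without a Senexin B effect gave no Senexin B calls, so they are no measure of the overlap. The covariance of the log2 fold changes of both comparisons was −0.0106, against −0.0135 in 20 simulations, a difference of 0.0029, and the simulated median over induced genes, 425 on average, was −0.0387. Leaving out IFNγ replicate 1 or IFNγ replicate 3 gave 10 genes, DESeq2 gave 8, and CNR1, ID3, NEDD9, SOCS2, TMEM200A and VCAM1 were the 6 that kept both calls without each library in turn, while the other 10 lost at least 1 call. RPRM, for example, lost its IFNγ call (0.64, adjusted p = 0.0374) without IFNγ replicate 1 or 3 or any 1 vehicle library, with adjusted p up to 0.24.

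**Figure D3:**
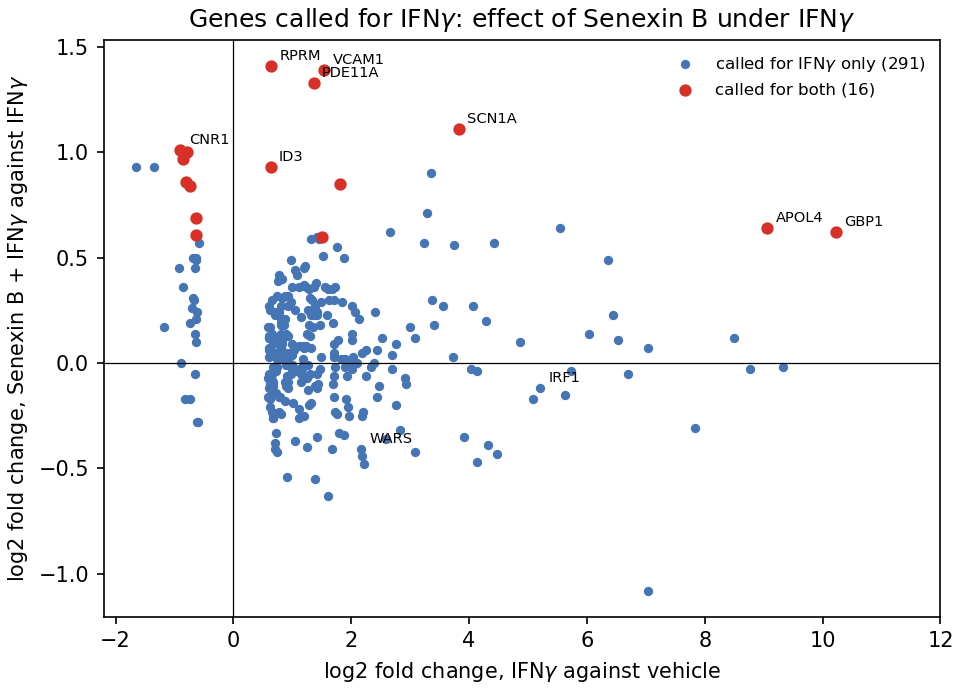
Each point is 1 of the 307 genes called for IFNγ against vehicle, with its IFNγ log2 fold change (x axis) and its Senexin B log2 fold change under IFNγ (y axis); red points are the 16 genes called in both. All 16 lie above 0 on the y axis, and x values of the 11 genes at 0 in the vehicle libraries are fitted values, not bounds.

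With Senexin B present, IFNγ still changed 349 genes against Senexin B alone, 315 higher and 34 lower. With IRF1 at 7.7 ± 0.376 CPM in Senexin B and 286 ± 12.1 CPM in the combination, the rise was 37.1-fold, against 36.8-fold without the inhibitor. Called in the same direction in both IFNγ comparisons were 235 induced and 12 lowered genes, and none was called in opposite directions. Across the genes called in either, which are not independent replicates, the log2 fold changes had Pearson r = 0.944 and Spearman rho = 0.875, and 399 of 409 had the same sign.

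The difference between the IFNγ responses was tested as an interaction, and 4 genes were called. WARS (chromosome 14, 100333788 to 100376805) rose less with IFNγ when Senexin B was present, with an interaction log2 fold change of −0.52 (SE 0.044, adjusted p = 5.23e-09). RP11-638I2.8, which lies entirely within WARS on the opposite strand, had −0.59 (SE 0.073, adjusted p = 2.47e-05), and the sources used here do not say whether counting kept the strands apart. It was at 32.3, 35.8, 147 and 108 CPM in vehicle, Senexin B, IFNγ and the combination, against 413, 446, 1860 and 1400 for WARS. With nearly the same share of WARS in each group, its counts may be reads of WARS and are not taken as a separate difference. GLUL (chromosome 1, 182381704 to 182392206), which encodes glutamine synthetase, rose more, from 262 ± 4.34 to 512 ± 16.3 CPM without and from 298 ± 1.2 to 718 ± 6.57 CPM with Senexin B (0.30, SE 0.048, adjusted p = 0.00276). FAM46A (chromosome 6, 81491439 to 81752774) also rose more (0.46, SE 0.086, adjusted p = 0.0271). At an unadjusted p under 0.05 there were 1001 genes, 5.99% of those tested, and DESeq2 called 3. The call of GLUL was lost without IFNγ replicate 2 (adjusted p = 0.0533), and that of FAM46A without each library but Senexin B replicate 1 and combined replicate 2, with adjusted p up to 0.205. Without IFNγ replicate 2 the interaction had 2 calls and without Senexin B replicate 1 it had 14.

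Among the lists, immediate early genes were called in the interaction (median −0.12, camera adjusted p = 0.0123), with adjusted p = 0.677 with an estimated correlation and no member past the test over all genes, against 1 lower adjusted over the list alone. The list was no longer called without Senexin B replicate 2 (adjusted p = 0.516), combined replicate 2 (0.3), IFNγ replicate 2 (0.11) or vehicle replicate 3 (0.0565). The other lists had camera adjusted p of 0.446 or more.

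**Figure D4:**
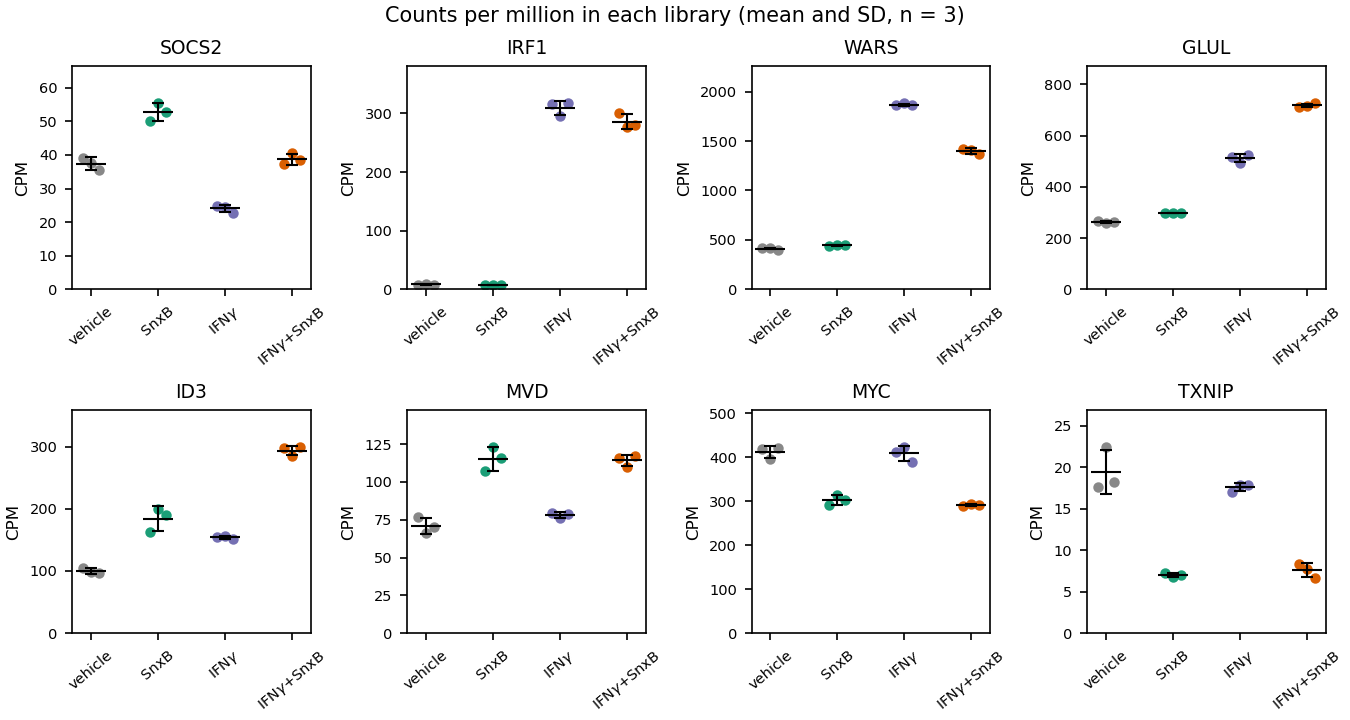
CPM (y axis) of 8 genes in each of the 12 libraries by treatment (x axis, SnxB is Senexin B), with the mean and SD of 3 libraries as bars. WARS reaches 1860 CPM with IFNγ and 1400 CPM with IFNγ and Senexin B, while GLUL reaches 512 and 718 CPM.

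Whether the inhibitor changed the same genes with and without IFNγ was examined in comparisons that share no library. Called in both were 33 genes, among them ID3, RPRM, VCAM1, SPON2, SLCO4C1 and NEDD9 as higher and TXNIP as the lower one. VCAM1 lost its call without IFNγ (1.37, adjusted p = 0.00918) when Senexin B replicate 3 (0.142) or vehicle replicate 2 (0.0728) or 3 (0.056) was left out. Of 65 and 66 genes called higher, 32 were shared, where independent lists would share 0.257. Over the 113 genes called in either comparison, which are not independent replicates, the log2 fold changes had Pearson r = 0.475 and Spearman rho = 0.362, and 102 of 113 had the same sign. Genes near 0 counts, such as SCN1A (−2.66 without and 1.11 with IFNγ), widen the spread. The value of r was 0.686 among genes with a mean of at least 1 CPM and 0.307 without a filter on low counts. It was 0.871 with DESeq2, which called fewer genes, so that value rests on another set.

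**Figure D5:**
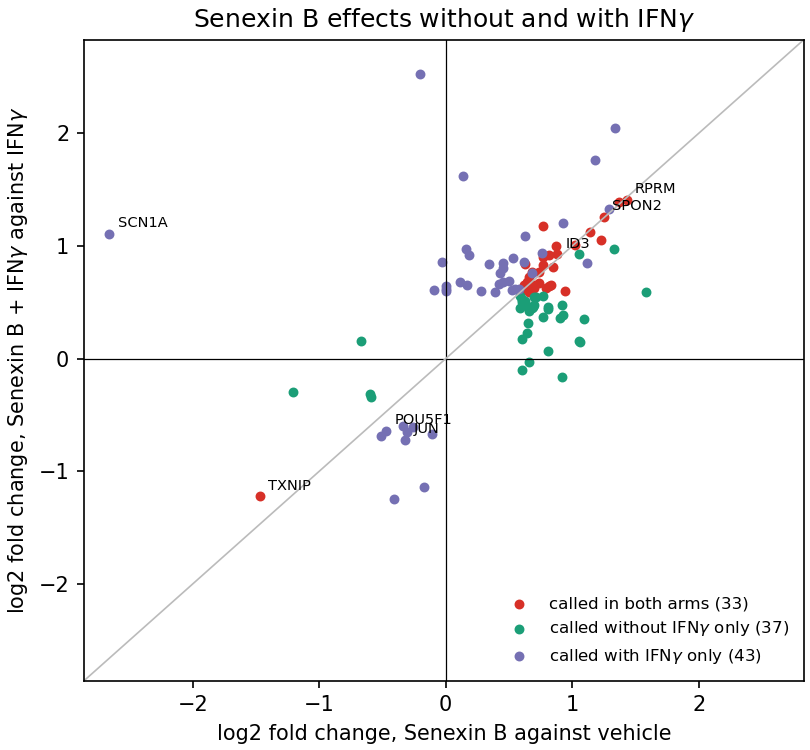
Each point is 1 of the 113 genes called for Senexin B in either arm, with the log2 fold change without IFNγ (x axis) and with IFNγ (y axis), and the gray line marks equal values. The 33 genes called in both arms (red) have the same sign in both.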

Values the study reported

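The study reported that 4 h of IFNγ affected 239 genes in HAP1 cells, most of them induced. Among these the study counted 6 genes raised and 4 genes lowered by IFNγ as responsive to Senexin B, with higher expression under the inhibitor in every case. In 293 cells the study reported 12 genes induced by the same treatment. The protein ratio of CDK8 to CDK19 in HAP1 cells was given as 6.6.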

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

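The tests of a compressed IFNγ response and of members that vary together were chosen after the results were seen; the other tests in this part were written before.

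WARS rose 4.51-fold with IFNγ, and its interaction with Senexin B was −0.52 on the log2 scale, a difference between the 2 IFNγ responses found by the interaction test. The combined group had the deepest libraries, and with every library thinned to the smallest total the interaction was −0.53 (SE 0.044). Thinning leaves the expected CPM of a gene unchanged, so this test could hardly come out otherwise and does not decide about depth. Summing WARS with the 2 genes that overlap its exons gave −0.52 (SE 0.044). Their counts equal 7.83% and 1.38% of those of WARS, so the sum could hardly come out otherwise. It is this small share that argues against reads moved to these genes as the source of the difference. The median interaction over 180 other IFNγ-responsive genes was 0.03 (SE 0.032), which argues against a response that was compressed across genes. The SE of this median comes from resampling genes, so it measures the spread between genes and not between libraries. A smaller WARS response under Mediator kinase inhibition stays a hypothesis found and tested on the same data. The median does not show whether other single genes also responded less, so whether the difference is specific to WARS was not tested.

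RP11-638I2.8, inside WARS on the opposite strand, differed between the IFNγ responses by −0.59 on the log2 scale. It followed WARS across the groups and is not taken as a separate difference. GLUL differed between the IFNγ responses by 0.3 on the log2 scale. FAM46A differed by 0.46 on the log2 scale, a call that leaving out any of 10 of the 12 libraries ended.

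The list of immediate early genes differed between the Senexin B effects with and without IFNγ at a camera adjusted p of 0.0123. The preset correlation between genes was 0.01, and the correlation estimated between these members was 0.12, so members that vary together between libraries of a group may account for the small p. The adjusted p rose to 0.516 without Senexin B replicate 2, and it also passed 0.05 without combined replicate 2 (0.3), IFNγ replicate 2 (0.11) or vehicle replicate 3 (0.0565), so single libraries could also decide this test. A biological difference in how the inhibitor acts on these genes with IFNγ stays open, untested.

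For the 4 genes called in the interaction, 16 of 100 splits of the 12 libraries gave as many, and the highest other split called 1196, several times the real count, which points to a structure of the samples. Most splits carry the Senexin B effect into the contrast and so do not measure chance: 3 of 47 with a weight of 0.667, 11 of 12 with a weight of 1.33 and the 1 split with a weight of 2 gave 4 or more genes. Of the 40 splits in which it cancels only the real one did, but these mix treatments within groups, which widens the spread, so they do not decide. For the 1 list called in the interaction, 69 of 100 splits gave as many, with 6 lists in the highest other split, but every split that carries the Senexin B effect was among them. Of the 40 splits in which it cancels 9 did, the real one included, and for the same reason these do not decide.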

How the results depend on the processing

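Thinning of the libraries, and leaving out libraries, the replicate term and thinning for the gene lists, were chosen after seeing the data. No result reversed. Of 144 results of named genes 90 kept their call in every alternative that was applied to single genes, and DESeq2 ended 41. The other call thresholds, the average IFNγ effect, the prior count and p adjusted over the IFNγ-called genes were applied to totals or medians only. Unless stated otherwise below, the cause was not tested.

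With DESeq2, 45 genes were called for Senexin B and 49 for Senexin B under IFNγ, 8 genes were called in both IFNγ and Senexin B comparisons (4 induced, 4 lowered, all 8 higher), and the correlation of Senexin B effects was 0.871. Without a filter on low counts the interaction had 9 calls and the correlation was 0.307. With the stricter filter the median over induced genes was 0.0335 and the correlation 0.686, and with only the 2 groups compared they were 0.0284 and 0.708. With protein-coding genes only, the interaction had 2 calls and the correlation was 0.572. With no fold limit 1254, 511, 557 and 1008 genes were called for IFNγ, Senexin B, Senexin B under IFNγ and IFNγ under Senexin B, and with glmTreat, which tests against the fold of 1.5, 170, 4, 8 and 192 were, by the construction of these thresholds. With the IFNγ set chosen on the average effect the median was 0.0865. With an estimated correlation 12 of the 19 calls of lists were made, and with fry 28. With p adjusted over the IFNγ-called genes alone, 21 genes were affected by Senexin B, 20 higher and 1 lower.

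Leaving out each library in turn gave 279 to 318 genes for IFNγ, 60 to 85 for Senexin B, 64 to 83 for Senexin B under IFNγ, 341 to 365 for IFNγ under Senexin B, 10 to 17 in the overlap (10 without IFNγ replicate 1 or 3), 2 to 14 in the interaction (2 without IFNγ replicate 2, 14 without Senexin B replicate 1), medians of 0.0187 (without IFNγ replicate 2) to 0.0643, correlations of 0.374 to 0.62 and 17 to 21 list calls.

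Replicate numbers did not pair the samples: deviations from the group means of same-numbered libraries had r from −0.13 to 0.081 over 18 pairs, and 2 of 12 libraries correlated best with their own number. With the replicate block 305, 68, 75 and 345 genes were called, 3 in the interaction and 16 in the overlap, with a median of 0.0528, a correlation of 0.48 and 18 list calls, the JAK-STAT feedback list being lost at 0.0593.

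The median SE of a log2 fold change over all tested genes was 0.082 for IFNγ and 0.12 for the interaction, which contrasts 4 groups.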

Other observations

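Among the tests in this part, that of an effect of Senexin B that does not need IFNγ was chosen after the result was seen.

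The genes MSX2, DLX5, NOG and PDGFRA were also higher with Senexin B. They were chosen after their values were seen, and no test covers them as a group. The homeobox gene MSX2 had log2 fold changes of 0.85 without IFNγ (adjusted p = 4.39e-09) and 0.81 with it (1.99e-08), and DLX5 of 0.59 (3.93e-09) and 0.56 (6.22e-09). The BMP antagonist gene NOG was higher as well (0.77 and 1.18, adjusted p = 0.0123 and 0.00011). The call of NOG without IFNγ was lost without Senexin B replicate 1 (0.0721) or vehicle replicate 2 (0.13). PDGFRA, a receptor gene, was higher by 0.51 and 0.56 (adjusted p = 8.18e-08 and 3.41e-09), both under the fold limit.

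Of the genes called higher with IFNγ, 5 (ID3, VCAM1, RPRM, SEMA3D and GTF2IP13) were also called higher with Senexin B against vehicle, where independent lists would share 1.07, but the number of such genes fell to 2 without vehicle replicate 3 or IFNγ replicate 1, and only ID3 of the 5 kept both calls without each library in turn. Of the 31 genes lowered by IFNγ, CNR1, NEDD9, TMEM200A and APELA were called higher with Senexin B against vehicle, 4 where independent lists would share 0.121. NEDD9 was at 13.2 ± 0.681 CPM in vehicle, 24.2 ± 1.96 with Senexin B, 7.66 ± 0.285 with IFNγ and 15.4 ± 0.346 with both (SD, n = 3), and CNR1 at 6.84 ± 0.825, 14 ± 1.43, 3.69 ± 0.846 and 7.43 ± 1.11 CPM. Both comparisons share the vehicle libraries, which pushes their fold changes in the same direction (simulated covariance 0.0131, observed 0.0159). CNR1, NEDD9 and APELA kept both calls without each library in turn, and the call of TMEM200A without IFNγ was lost without Senexin B replicate 3 (adjusted p = 0.0394, under the fold limit) or vehicle replicate 3 (0.0516).

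The number of IFNγ-lowered genes called higher with Senexin B was 7 here with edgeR and 4 with DESeq2, the tool the study used. The edgeR count is higher than the value quoted from the study above and the DESeq2 count equals it, while for IFNγ-induced genes edgeR gave 9, which is higher than the quoted value, and DESeq2 gave 4, which is lower. Totals called for IFNγ were 307 with edgeR and 226 with DESeq2, above and below the study's total. Only counts were compared, and whether the genes are the same was not checked.

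All 16 genes called both for IFNγ and for Senexin B under IFNγ were higher with Senexin B. After thinning to the smallest total their median effect was 0.88 (SE 0.086) against 0.897 before, and 13 of the 16 kept both calls. The SEs of medians in this paragraph come from resampling genes and do not measure the spread between libraries. Thinning leaves the expected fold change unchanged, so the kept median does not decide about depth. With the IFNγ set chosen on the average IFNγ effect, which is independent of the Senexin B contrast, 100% of 15 such genes were higher, 12 of them shared with the 16, but 66 of all 76 genes called for Senexin B under IFNγ were higher (86.8%), so this share decides little. The shared IFNγ libraries push induced genes lower and lowered genes higher, so they could add to the direction of the 7 lowered genes and not to that of the 9 induced ones. An effect of Senexin B that does not need IFNγ may account for part of the pattern: over the 13 genes with more than 3 counts in the vehicle and Senexin B libraries the median effect against vehicle was 0.87 (SE 0.26), and 6 of them were called. The vehicle libraries are shared with the IFNγ comparison, which pushes this effect up in induced genes and down in lowered ones. Over the 7 lowered genes its median was 0.499. The effect against vehicle was below 1.2-fold in either direction in 4 of the 13 (MMP25-AS1, UG0898H09, SERTM1 and LANCL3), and GBP1, APOL4 and SCN1A had too few counts to test.

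The 6 libraries of a comparison have 10 splits with the real one included, too few for a share under 0.05, and the real split alone (1 of 10) reached the observed value in each. The real and highest other counts of genes were 307 and 0 for IFNγ, 70 and 0 for Senexin B, 76 and 4 for Senexin B under IFNγ, 349 and 0 for IFNγ under Senexin B, and 16 and 0 in the overlap. For lists they were 7 and 5, 5 and 2, and 6 and 3 in the first 3 comparisons. The median over induced genes was 0.0485 against 0.0463 at the highest. For the correlation of Senexin B effects, 17 of 100 splits gave a value at least as large as 0.475, up to 1. The values were compared without their sign. Of the 17 splits, 2 rest on at least as many genes as the real split (113), the real one included. Exchanging the treatments of the IFNγ arm in full keeps these 113 genes and reverses the sign of r. Other splits rest on as few as 2 genes, where r nears 1, and 66 splits called no gene, so these splits do not decide. The arms share no library, and 32 genes were called higher in both where independent lists would share 0.257.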
